A study of Mus musculus with 8 samples. Its data were reported in "Pituitary cell translation and secretory capacities are enhanced cell autonomously by the transcription factor Creb3l2" (2019).

How the data were processed

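RNA was sequenced from the neuro-intermediate lobe of the mouse pituitary, the part of the gland that holds the melanotropes, which make the hormone precursor POMC. Per the labels each of the 8 libraries came from a pool of lobes, the RNA was depleted of ribosomal RNA, and the strain was C57B6. The labels put the libraries in 4 groups of 2 libraries each: WT, ACreb3l2, AXBP1, and ACreb3l2/AXBP1. ACreb3l2 and AXBP1 are transgenes for acidic dominant negative proteins, which pair with the transcription factor Creb3l2 or XBP1 and keep it off DNA. Groups were taken from the labels alone, and every column of both deposited tables was matched to its sample through the library name in the labels.

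The deposited raw counts are whole numbers of reads per Ensembl gene. According to the study's methods the authors trimmed the reads with Trimmomatic, aligned them to the mouse genome build mm10 with Tophat and counted them with HTSeq-count before depositing the count table, with no normalization. A list of software printed with the study names another aligner, and neither source states the annotation release or whether counting used strand. The deposited FPKM table holds fragments per kilobase of gene, scaled to the mapped fragments of a library, as the authors estimated them. The study lists cufflinks among its software, and the annotation release behind this table is not stated either. It splits 51 Ensembl genes over more than 1 locus, and these loci were summed per gene. Of 47964 loci compared with the GENCODE M21 annotation, 100% lay on the same chromosome and 90.5% started 1 base before the annotated start, which is how a table counted from 0 would look. Gene names came from the FPKM table, which pairs them with the identifiers. Coordinates given here are those of GENCODE M21 on mm10, counted from 1. The count table lists 48526 genes, of which 18979 had no count in any library. It lists 37 mitochondrial genes, and all of them had 0 counts, so reads of the mitochondrial genome are missing from the table as deposited. RNAs without a poly(A) tail were counted at high levels, with a mean of 464750 normalized counts for Rn7sk and 175022 for Rpph1, as ribosomal depletion leaves them in. The study's methods text describes a poly(A) based kit for its RNA-seq, so the labels and that text differ on this point.

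Total counts per library ran from 28256086 to 37988912. Genes with a mean count above 20 after scaling with median-ratio size factors were tested, which left 15580 genes that held 99.9% of all counts. This filter follows the expression limit given in the study's methods. Counts were fitted in edgeR 4.0.16 under R 4.3.3 with TMM normalization (factors from 0.913 to 1.10), a robust estimate of dispersion and the quasi-likelihood test. All 8 libraries entered 1 model with a mean per group and no other term, so that the groups share the estimate of spread. The common biological coefficient of variation was 0.107. Adjusted p-values are those of Benjamini and Hochberg within a comparison, and a gene is said to be called when its edgeR adjusted p was under 0.05. The comparisons were the 3 transgenic groups with WT, ACreb3l2 with AXBP1, ACreb3l2/AXBP1 with each single transgenic group, and the interaction. The interaction is the log2 change in ACreb3l2/AXBP1 minus the sum of the changes in ACreb3l2 and AXBP1, each against WT. Normalized counts are counts divided by the TMM-scaled library size, scaled back to the mean depth, and are given with the SD over the 2 libraries of a group. With 2 libraries per group, no rank or permutation test of a single value between groups can reach 0.05, and none is given. Replicates were checked to be distinct libraries: their log2 counts correlated across genes at 0.989 to 0.994, with a chi-squared per degree of freedom of 10.7 to 48.5.

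Gene sets were tested with camera in limma 3.58.1 with a preset correlation between genes of 0.01, and p-values were adjusted over the 35 set tests (7 sets in 5 comparisons). The sets were the translation factors, cytosolic and mitochondrial ribosomal proteins, aminoacyl tRNA synthetases and, as a control, spermatogenesis genes listed with the study, the genes lower (Tpit KO down) and higher (Tpit KO up) in lobes of Tpit knockout mice as listed with the study, and a set of endoplasmic reticulum (ER) and secretory genes. Of the 1577 Tpit KO down genes 95.8% were matched to the count table, and of the 1118 Tpit KO up genes 94.8%. The other sets were matched at 99.8% or more. The study measured the Tpit lists on arrays of other animals. A set score per library is the median, and for the marker lists the mean, of log2 CPM (prior count 2) relative to the WT mean. Marker lists for melanotropes, pituicytes and astrocytes, endothelial cells, macrophages, fibroblasts and pericytes, the anterior lobe, hypothalamic axons, erythroid cells and sex, and a list of 14 genes of the PERK, ATF4 and CHOP branch of the unfolded protein response, were fixed before the data were examined. Lists of COPI and COPII coat genes and of translocon and signal peptidase genes were added after the data had been seen. A list of 13 synthetase genes known as ATF4 targets was written after the set results had been seen and before the values of its genes were.

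The rule for the genes named was also fixed before the data were examined. It takes 14 genes chosen by name: Creb3l2, Xbp1, Pomc, Tbx19 (which encodes Tpit), Atf4, Atf6, Ddit3 (CHOP), Eif2ak3 (PERK), Ppp1r15a, Naip5, Naip6, Hspa5, Dnajb9 and Sdf2l1. For each comparison with WT it adds the 5 called genes with the largest rise and the 5 with the largest fall, and for ACreb3l2 against AXBP1 and the interaction the 3 largest in each direction. Such genes needed at least 50 raw counts in both libraries of the higher group and both libraries of 1 group on the same side of both libraries of the other. Genes with no uniquely own sequence (processed pseudogenes, small RNA copies) and genes that overlap another gene are reported as uncertain, because the deposited counts do not show how shared reads were treated. Where all libraries of a group held no more than 3 counts, a fold change is given as a lower bound against that floor. Such a floor covers counting error only. Further results of named genes were chosen after their values were seen. They are those of Xbp1 and Ddit3 in the interaction, Xbp1 and Eif2ak3 in ACreb3l2 against AXBP1, and Eif2ak3 in ACreb3l2/AXBP1 against AXBP1. Those of Aldh1l2, Rprl3 and Gm3375 in AXBP1 and of Rps26-ps1 in ACreb3l2/AXBP1 were chosen in the same way.

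The scripts were tested on simulated counts with the means and library sizes of the real genes and 200 changed genes, a few of which fell below the filter in the simulated libraries. Of genes changed 4-fold, 96.9% were called in the right direction, and of genes changed 2-fold, 86.9%. Of the 202 calls, 21 (10.4%) were unchanged genes, which is above the nominal share, and 2 genes were called between a pair of unchanged groups. A set of 70 genes shifted by -0.15 on the log2 scale was measured at -0.14, and 1 of 100 unchanged sets had a camera p-value under 0.05. The simulated genes varied independently of each other, so this does not test camera on sets whose genes vary together between libraries.

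The following alternatives were fixed before the data were examined: median-ratio size factors, library size alone, TMM without the 4 genes above 1% of counts in any library, no filter beyond 1 count in total, edgeR's filterByExpr, the replicate number as a block, a limma-trend fit of log2(FPKM + 1) for genes with a mean FPKM above 1, the DESeq2 1.42.0 Wald test, only the groups compared, camera with an estimated correlation, fry, and leaving out each library in turn. Offsets for GC content and transcript length, and the alternatives for the added lists, were chosen after seeing the data. Comparisons that share the WT libraries were set beside 20 simulations of unchanged groups that share them too, with each gene drawn independently of the others. Figures were drawn with matplotlib 3.10.9. Raw reads were not among the data used here, so alignment, counting and the reads of the transgenes could not be examined.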

Results

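Transcript levels were measured by RNA-seq in 8 libraries from pooled neuro-intermediate lobes of mouse pituitaries. The labels gave 4 groups of 2 libraries: WT, ACreb3l2, AXBP1 and ACreb3l2/AXBP1. Each transgene encodes a dominant negative protein against 1 transcription factor, and the last group carries both. The WT libraries held 33878050 and 32644110 counts, the ACreb3l2 libraries 37988912 and 28256086, the AXBP1 libraries 32769632 and 28785010, and the ACreb3l2/AXBP1 libraries 31929757 and 33428725. Between 23862 and 24784 genes had at least 1 count in a library. The 10 genes with most counts took from 12.7% to 21.3% of a library. Pomc alone took 12.5% ± 2.85 (SD, n = 2) of counts in WT and 7.84% ± 1.31 (SD, n = 2) in ACreb3l2/AXBP1. The first principal component held 37.8% of the variance of log2 counts in the most variable genes, with both WT libraries at its low end (-17.2 and -25.9). The AXBP1 libraries lay at -0.7 and -3.3, the ACreb3l2 libraries at 0.6 and 14.1, and the ACreb3l2/AXBP1 libraries at 11 and 21.5. The ranges of the last 2 groups thus overlapped. No sequencing batch or date is given in the labels, so a batch that followed the groups could not be looked for.

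The targeted genes were examined first. Creb3l2 (ENSMUSG00000038648, mm10 chromosome 6, 37327255 to 37442146, protein coding) had 28680 and 28200 normalized counts in the WT libraries and 27210 and 26780 in those labelled ACreb3l2. It had 18840 and 22830 normalized counts in the libraries labelled AXBP1, and 21210 and 14040 in those labelled ACreb3l2/AXBP1. Its log2 change against WT was -0.08 in ACreb3l2 (SE 0.175, edgeR adjusted p = 0.874), -0.45 in AXBP1 (SE 0.175, edgeR adjusted p = 0.492) and -0.69 in ACreb3l2/AXBP1 (SE 0.176, edgeR adjusted p = 0.0428). The call of the last was lost under 4 alternatives (adjusted p from 2.64e-10 to 0.0807 over all of them), and that in AXBP1 passed without the filter on low counts (from 0.000617 to 0.573). Without ACreb3l2/AXBP1 replicate 2 the last change was -0.43, and without replicate 1 it was -1.02. Xbp1 (ENSMUSG00000020484, chromosome 11, 5520659 to 5525893, protein coding) had 11880 and 13440 normalized counts in WT, 9155 and 9205 in ACreb3l2, 12450 and 13850 in AXBP1, and 17640 and 12850 in ACreb3l2/AXBP1. None of its changes against WT was called (edgeR adjusted p = 0.127, 0.900 and 0.227 in that order), although that in ACreb3l2 passed without the filter on low counts and with DESeq2 (adjusted p from 0.000319 to 0.198 over the alternatives). A dominant negative protein acts on the protein of its target, so its activity need not lower these counts. Each transgene does carry coding sequence of its target, and where its reads were counted on that gene, strong expression would raise the counts. Against that expectation, Creb3l2 was not higher in any library labelled ACreb3l2 or ACreb3l2/AXBP1 than in WT, and Xbp1 exceeded both WT libraries in 2 of the 4 libraries labelled with AXBP1. Whether such reads were counted on these genes is not known, so the counts do not support the labels of the transgenic libraries. The group names used here are those of the labels, and every direction given for ACreb3l2, AXBP1 and ACreb3l2/AXBP1 is one between libraries labelled so.

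**Figure D1:**
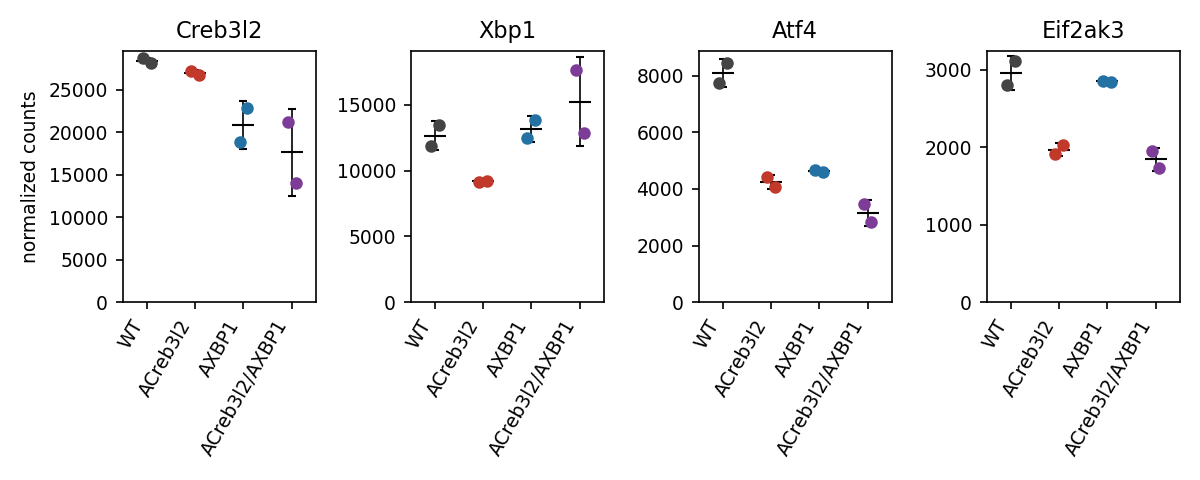
Normalized counts (y axis, linear from 0) of Creb3l2, Xbp1, Atf4 and Eif2ak3 in the 4 groups, with 1 point per library, a bar at the group mean and whiskers of 1 SD (n = 2). Atf4 lies lower in all 6 transgenic libraries than in both WT libraries, while Eif2ak3 does so by a wide margin only in the libraries labelled ACreb3l2 and ACreb3l2/AXBP1.

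The comparison of each transgenic group with WT asked which transcripts depend on Creb3l2, on XBP1, or on both. In the lobes labelled ACreb3l2, edgeR called 473 of 15580 genes, 84 higher and 389 lower. This count depended on the processing, from 177 genes in the fit of FPKM values to 1455 without the filter on low counts. In the lobes labelled AXBP1 0 genes were called, with a lowest edgeR adjusted p of 0.0769, although 1554 genes had an unadjusted p under 0.05. In ACreb3l2/AXBP1 edgeR called 1566 genes, 477 higher and 1089 lower. All 473 and all 1566 called genes kept their direction in each of the 4 fits that left out 1 of the compared libraries, and both libraries of each group lay on 1 side of the other pair. Such a separation arises by chance for 33.3% of unchanged genes. It was seen for 45.5% of all tested genes in ACreb3l2 against WT and for 58.3% in ACreb3l2/AXBP1 against WT. Genes called on these same libraries are selected for separation and a stable sign, so neither is independent support for the calls. Of the ACreb3l2 calls, 20 were not protein-coding genes.

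Direct comparisons between transgenic groups tested whether their changes differed. Between ACreb3l2 and AXBP1, 112 genes were called, 6 higher and 106 lower in ACreb3l2. Between ACreb3l2/AXBP1 and AXBP1, 97 genes were called, 1 higher and 96 lower. Of these genes 79 were lower in both comparisons, which share the AXBP1 libraries, and 96.4% of the former and 99.0% of the latter were also called in ACreb3l2 against WT. Between ACreb3l2/AXBP1 and ACreb3l2 0 genes were called, with 1112 at an unadjusted p under 0.05. The interaction gave 0 called genes, with 386 at an unadjusted p under 0.05 and a lowest edgeR adjusted p of 1.

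The fold changes of the groups were then set side by side across genes, which are not independent replicates. Of the genes called in ACreb3l2, 413 (87.3%) were also called in ACreb3l2/AXBP1, all in the same direction. Simulated unchanged groups with shared WT libraries gave a mean of 0.4 such genes, but groups of that kind have few calls, so the overlap that shared libraries give with this many calls is not known. Across genes the log2 changes against WT correlated at r = 0.632 between ACreb3l2 and AXBP1, where the simulations gave a mean of 0.506 and at most 0.590. The same r was 0.740 between ACreb3l2 and ACreb3l2/AXBP1 (simulated mean 0.502) and 0.737 between AXBP1 and ACreb3l2/AXBP1 (simulated mean 0.510). The share of genes with the same sign was 74.7%, 80.7% and 79.9% in these 3 pairs, against 66.7% in the simulations. A comparison without shared libraries is that of ACreb3l2 against WT with ACreb3l2/AXBP1 against AXBP1, which both measure the ACreb3l2 transgene. Their r was 0.449, where the simulations ranged from -0.14 to 0.10. The corresponding r for the AXBP1 transgene was 0.270 (simulations from -0.10 to 0.09). In the simulations each gene varied independently of the others. Where many genes vary together between libraries, r and the share of equal signs range more widely, so the simulated ranges may be too narrow. Of the 389 genes called lower in ACreb3l2, 99.0% were also lower in ACreb3l2/AXBP1 against AXBP1, with a median log2 change of -0.48, where 50% of all tested genes were lower. In AXBP1 against WT, 367 of them were lower, with a median of -0.20, compared with -0.66 in ACreb3l2 and -0.70 in ACreb3l2/AXBP1. The last 3 values share the WT libraries, and chance alone gives a fall there.

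**Figure D2:**
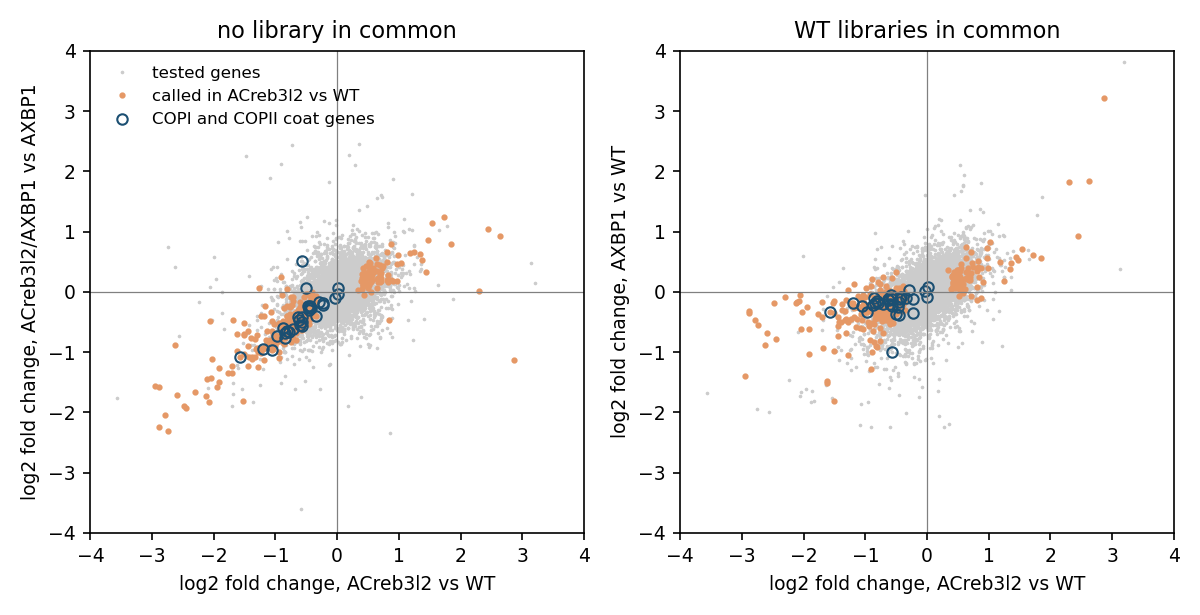
Log2 fold change in ACreb3l2 against WT (x axis of both panels) against that in ACreb3l2/AXBP1 against AXBP1 (left, no library in common) and in AXBP1 against WT (right, WT libraries in common), with 1 point per tested gene. Orange points are genes called in ACreb3l2 against WT, blue circles are COPI and COPII coat genes, and 11 genes in each panel lie outside the axes of 4 log2 units. Called lower genes had a median of -0.48 on the left y axis and -0.20 on the right.

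Of the 14 genes chosen by name, 6 passed in ACreb3l2 against WT when adjusted over the list alone and 3 when adjusted over all genes. In AXBP1 the numbers were 5 adjusted over the list alone and 0 over all genes, and in ACreb3l2/AXBP1 they were 10 and 8. Atf4 (ENSMUSG00000042406, chromosome 15, 80255184 to 80257540) fell from 8082 ± 499 normalized counts (SD, n = 2) in WT to 4257 ± 251 in ACreb3l2, 4640 ± 49.9 in AXBP1 and 3143 ± 457 in ACreb3l2/AXBP1. Its log2 changes were -0.92 (SE 0.106, edgeR adjusted p = 0.00210), -0.80 (SE 0.106, edgeR adjusted p = 0.0769) and -1.36 (SE 0.108, edgeR adjusted p = 0.000364). Ddit3, whose values are uncertain because it overlaps Mars on the opposite strand, changed by -0.76 (edgeR adjusted p = 0.00481), -0.59 (edgeR adjusted p = 0.222) and -0.83 (edgeR adjusted p = 0.00258). Eif2ak3 (ENSMUSG00000031668, chromosome 6, 70844515 to 70905245), which is uncertain too because it overlaps an antisense gene and a gene on the same strand, changed by -0.59 in ACreb3l2 (edgeR adjusted p = 0.00794), -0.05 in AXBP1 (edgeR adjusted p = 0.843) and -0.68 in ACreb3l2/AXBP1 (edgeR adjusted p = 0.00293). It was the only gene of the list called between ACreb3l2 and AXBP1 over all genes (log2 change -0.53, SE 0.0900, edgeR adjusted p = 0.0266), where 3 passed when adjusted over the list alone. In ACreb3l2/AXBP1 against AXBP1 Eif2ak3 changed by -0.63 (edgeR adjusted p = 0.0151). Each of these calls against AXBP1 was lost under at least 1 alternative. Over the alternatives the adjusted p ranged from 0.000131 to 0.13 in ACreb3l2 and from 1.34e-06 to 0.127 in ACreb3l2/AXBP1. Against WT in ACreb3l2/AXBP1, Tbx19 changed by -0.88 (edgeR adjusted p = 0.0245), Ppp1r15a by -0.92 (0.00914), Dnajb9 by -0.54 (0.00676) and Atf6 by -0.28 (0.0474). The values of these 4 genes are uncertain, because Ppp1r15a and Dnajb9 overlap a gene on the opposite strand and Tbx19 and Atf6 overlap genes on the same strand. Pomc changed by -0.25, -0.33 and -0.84 against WT and was not called (edgeR adjusted p = 0.672, 0.646 and 0.0614), and without WT replicate 2 its changes were 0.07, -0.01 and -0.53. Over the alternatives these adjusted p ranged from 0.0288 to 0.902, from 0.0014 to 0.802 and from 5.51e-26 to 0.317, and Pomc passed in all 3 comparisons without the filter on low counts and in ACreb3l2/AXBP1 also with DESeq2. Hspa5, Sdf2l1, Naip5 and Naip6 were called in none of the comparisons with WT. Without that filter all 4 passed in ACreb3l2/AXBP1, and Sdf2l1 also in AXBP1, and with DESeq2 Sdf2l1 passed in ACreb3l2/AXBP1. The call of Atf6 was lost under 5 alternatives and in each of the 4 fits that left out a library of another group. Atf4 passed in AXBP1 without the filter on low counts, in the FPKM fit, with DESeq2 and with offsets for GC content and length.

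The largest changes under the rule for named genes included several loci whose counts are uncertain. Rprl3, a small non-coding RNA gene (chromosome 8, 3803069 to 3803358), had 1.09 ± 1.54 normalized counts (SD, n = 2) in WT, with both libraries at or under the floor of 3 counts. It had 236 ± 120 normalized counts in ACreb3l2, at least 72.2-fold higher, 172 ± 40.6 in AXBP1, at least 52.5-fold higher, and 124 ± 86.2 in ACreb3l2/AXBP1, at least 37.9-fold higher. From 1 library alone the bound was 46.3 in ACreb3l2 without its replicate 2, and 19.3 in ACreb3l2/AXBP1 without its replicate 1. It is a copy in a multigene family, as is the processed pseudogene Gm3375. The latter rose by 4.37 and 3.58 on the log2 scale in ACreb3l2 and ACreb3l2/AXBP1. These calls were lost under at least 1 alternative (highest adjusted p 0.0685 and 0.0649). In AXBP1 it rose by 4.24 and was not called (edgeR adjusted p = 0.426). Rps26-ps1, a pseudogene antisense within Wwp2, had 478 ± 111 normalized counts in WT and 9.45 ± 3.67 in ACreb3l2, a log2 change of -5.60 (SE 0.633, edgeR adjusted p = 0.00802). In ACreb3l2/AXBP1 it had 176 and 458 normalized counts, and the log2 change was -0.59 (edgeR adjusted p = 0.386). Rpl34-ps1 changed by -4.33 in ACreb3l2 (edgeR adjusted p = 0.00375) and -4.84 in ACreb3l2/AXBP1 (edgeR adjusted p = 0.00246). The small RNA gene Gm24187 rose by 3.18 in ACreb3l2/AXBP1, where Lars2 rose by 2.04 (edgeR adjusted p = 0.0338).

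Among protein-coding genes, Aldh1l2 (ENSMUSG00000020256, chromosome 10, 83487450 to 83534140), uncertain because it overlaps an antisense gene, fell from 714 ± 39.7 normalized counts (SD, n = 2) in WT to 91.6 ± 21.3 in ACreb3l2 and 91.4 ± 3.66 in ACreb3l2/AXBP1. Its log2 changes were -2.95 (SE 0.197, edgeR adjusted p = 0.000186) and -2.97 (SE 0.196, edgeR adjusted p = 0.000172), and in AXBP1, where it had 271 ± 57.7 normalized counts, -1.40 (SE 0.179, edgeR adjusted p = 0.0769). The other large falls in ACreb3l2 were those of Galnt5 (-2.89) and Rhd (-2.89), and in ACreb3l2/AXBP1 those of Hapln4 (-3.45), Slc1a7 (-3.38) and Tnfrsf23 (-2.86). Without WT replicate 2 the change of Hapln4 was -2.05, and without WT replicate 1 it was -4.15. Besides that of Lars2 given above, the rises chosen by the rule were those of Ankrd34c in ACreb3l2 (2.63) and ACreb3l2/AXBP1 (2.77). In ACreb3l2 it also chose those of Trank1 (1.85) and Pak7 (1.55). The values of Galnt5, Tnfrsf23 and Pak7 are uncertain, because each overlaps a gene on the opposite strand. In ACreb3l2 against AXBP1 the rule chose Ifit1 (0.97), Cpne7 (0.95) and Ifit3 (0.79) among the genes that were higher, and Rps26-ps1 (-4.96), Pycr1 (-2.32) and Cgref1 (-2.29) among those that were lower. Of these, Cpne7 is uncertain because it overlaps genes on the same strand. It chose 0 genes for AXBP1 against WT and 0 for the interaction, which had no calls.

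Gene sets addressed the question of whether translation and secretory genes depend on the factors. In ACreb3l2 against WT the median log2 change was -0.11 for the ribosomal protein genes (87.3% lower, camera adjusted p = 2.23e-05), -0.14 for 69 translation factor genes (76.8% lower, camera adjusted p = 0.000156) and -0.14 for 42 aminoacyl tRNA synthetase genes (76.2% lower, camera adjusted p = 6.17e-05). In AXBP1 against WT the medians were -0.09 (88.0% lower, camera adjusted p = 4.07e-07), -0.08 (69.6% lower, camera adjusted p = 0.000667) and -0.14 (78.6% lower, camera adjusted p = 1.17e-05). In ACreb3l2/AXBP1 they were -0.14, -0.14 and -0.19, with 84.5%, 72.5% and 71.4% of genes lower. Between ACreb3l2 and AXBP1 none of the 3 translation sets passed with counts, with medians of -0.02, -0.05 and -0.03 (camera adjusted p = 0.599, 0.136 and 0.434). In the FPKM fit the ribosomal protein set passed there with a median of 0.165, where the median of all genes was 0.166 (camera adjusted p = 0.0395, from 0.0395 to 0.909 over the alternatives). With all libraries kept, scaling by library size alone moved the 3 medians most in ACreb3l2 and ACreb3l2/AXBP1 against WT, in the latter to 0.03 for the ribosomal protein genes, and the FPKM fit moved them most in AXBP1, to -0.25 for the same genes. Without WT replicate 2 the median of the ribosomal protein genes was -0.06 in ACreb3l2, -0.04 in AXBP1 and -0.09 in ACreb3l2/AXBP1, and that of the synthetase genes in AXBP1 was -0.09. Without WT replicate 1 the ribosomal protein genes had medians of -0.17 in ACreb3l2 and -0.15 in AXBP1. The spermatogenesis genes had medians of 0.03, 0.02 and 0.05 against WT and passed in no comparison (camera adjusted p from 0.499 to 0.952).

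The 59 ER and secretory genes had a median log2 change of -0.28 in ACreb3l2 (50 lower, camera adjusted p = 1.79e-18), -0.24 in AXBP1 (56 lower, 1.58e-17) and -0.42 in ACreb3l2/AXBP1 (57 lower, 3.65e-26). When adjusted over the list alone 29, 0 and 43 of these genes passed, and 24 had an unadjusted p under 0.05 in AXBP1. The 1418 Tpit KO down genes changed by a median of -0.19, -0.16 and -0.33 in the 3 comparisons with WT (1071, 1126 and 1170 lower), and the 919 Tpit KO up genes by 0.20, 0.18 and 0.23 (771, 753 and 755 higher). Most genes of the melanotrope list belong to the Tpit KO down set. The Tpit KO up set holds the whole fibroblast and pericyte list and genes of the endothelial, macrophage and pituicyte lists. A lower share of melanotrope RNA, left undecided below, would therefore move both sets in these directions too. Without WT replicate 2 the median of the ER and secretory genes in AXBP1 was -0.13 and that of the Tpit KO up genes in ACreb3l2 was 0.13. The Tpit KO up genes had a median of 0.11 in AXBP1 without AXBP1 replicate 1 and of 0.15 in ACreb3l2/AXBP1 without its replicate 2. All these set tests passed with camera. Between ACreb3l2 and AXBP1 the ER and secretory set (median -0.05, camera adjusted p = 0.00266) and the Tpit KO down set (-0.03, 0.000221) also passed, and the Tpit KO up set did not (0.02, 0.0712). Of the 35 camera tests 26 passed, and 0 of these held with fry, whose lowest adjusted p was 0.0702, or with an estimated correlation between genes, where it was 0.454. With the latter tests the spread of a whole set between 2 libraries counts, and the set scores showed how large it was. In ACreb3l2/AXBP1 the ER and secretory score was -0.45 ± 0.118 (SD, n = 2) and in WT 0 ± 0.112, while the aminoacyl tRNA synthetase score was -0.22 ± 0.183 in ACreb3l2/AXBP1 and 0 ± 0.0890 in WT. Without ACreb3l2/AXBP1 replicate 2 the median of the synthetase set in that group was -0.10, and without replicate 1 it was -0.35.

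**Figure D3:**
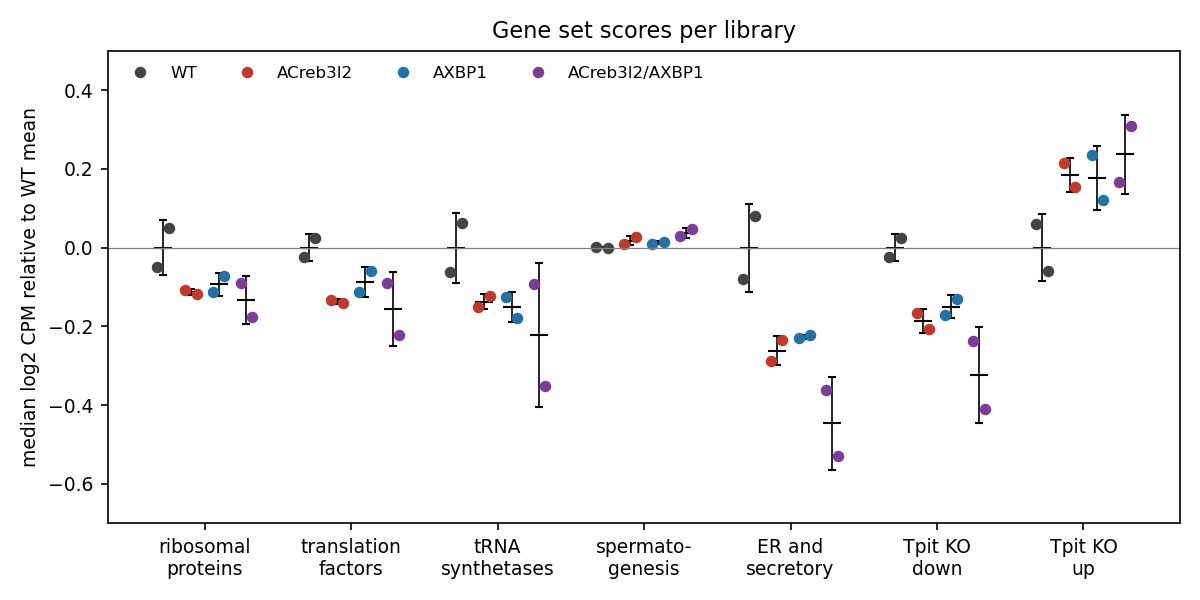
Median log2 normalized counts of 7 gene sets in each library relative to the WT mean (y axis, log2), with 1 point per library, a bar at the group mean and whiskers of 1 SD (n = 2). The scores span -0.53 to 0.31, and the ER and secretory genes lie lower in all 6 transgenic libraries than in both WT libraries.

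The number of single genes of a set that passed was small beside the set tests. Adjusted over the list alone, 2 ribosomal protein, 1 translation factor and 11 synthetase genes passed in ACreb3l2, and 0, 0 and 6 in AXBP1, where 17, 13 and 12 had an unadjusted p under 0.05. In ACreb3l2/AXBP1 the numbers were 10, 19 and 17. The interaction of the translation sets was positive, with medians of 0.07, 0.08 and 0.11. Relative to the other genes of a library, the changes in ACreb3l2/AXBP1 were thus smaller than the sum of those in the single transgenic groups.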

Values the study reported

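The study reported 2697 transcripts that differed between WT lobes and lobes without Tpit, measured on arrays. It counted 6484 Creb3l2 peaks and 258 XBP1 peaks by ChIP-seq in AtT-20 cells. About 70–80% of translation genes, depending on the category, had Creb3l2 at the promoter, and roughly 50% of the genes of each category fell into a cluster with lower expression in the transgenic lobes. For each transgene it kept mouse lines whose dominant negative mRNA exceeded that of the endogenous factor more than 5 times.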

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

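The explanations tested in this part were chosen only after the results were seen, apart from that of transgene reads. Of the fits used to test them, some were alternatives fixed before the data were examined. These were fry, camera with an estimated correlation, the fit without the filter on low counts and leaving out each library.

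The interaction asks whether the change in ACreb3l2/AXBP1 differs from the sum of the changes in the single transgenic groups. With camera it differed from 0 for 6 of the 7 gene sets. The median interaction was 0.069 for the ribosomal protein genes (camera adjusted p = 2.36e-05), 0.08 for the translation factor genes (0.00233), 0.105 for the aminoacyl tRNA synthetase genes (0.00251), 0.072 for the ER and secretory genes (0.00852), 0.041 for the Tpit KO down genes (0.0224) and -0.126 for the Tpit KO up genes (1.11e-10). In each case the sign was opposite to the change against WT, so the combined change relative to the other genes of a library was smaller than the sum. Scaled counts do not measure the amount of RNA per lobe. The study reported that total RNA of the lobes fell in the transgenic mice, synergistically in those with both transgenes. With fry the lowest adjusted p of these interactions was 0.384 and with an estimated correlation between genes 0.476, so sets whose genes vary together between replicate libraries may give such values without an interaction. Leaving out ACreb3l2/AXBP1 replicate 1 brought the interaction of the ER and secretory genes to -0.03 and that of the Tpit KO down genes to -0.05, and leaving out replicate 2 of that group brought them to 0.16 and 0.12. Without the same replicate 1 the interaction was 0 for the synthetase genes, 0.015 for the translation factor genes, 0.035 for the ribosomal protein genes and -0.058 for the Tpit KO up genes. Without WT replicate 2 it was 0.013 for the ribosomal protein genes, 0.023 for the synthetase genes, -0.024 for the ER and secretory genes, 0.006 for the Tpit KO down genes and -0.074 for the Tpit KO up genes. All 6 interactions thus rest on single libraries for their size, and 2 of them for their sign. Offsets for GC content and gene length argue against these properties as the whole cause, because 6 of the 6 sets kept the interaction with them (highest camera adjusted p 0.0437), although that of the ribosomal protein genes fell to 0.036.

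A second candidate explanation is that the WT libraries, and not the transgenic ones, stand apart, which would shift each change against WT alike and the interaction the opposite way. For the ER and secretory genes the score of ACreb3l2/AXBP1 was lower than the mean of both single transgenic groups by -0.203 (SD over libraries 0.122), and for the Tpit KO down genes by -0.154 (SD 0.126). For the Tpit KO up genes the difference was 0.057 (SD 0.114) and for the 3 translation sets it also lay within the SD. These differences decide nothing, because changes that simply add up would also place ACreb3l2/AXBP1 away from the single transgenic groups, whatever the WT libraries do. For all 6 sets, WT libraries that stand apart and a true interaction cannot be told apart, because every change against WT rests on the same 2 WT libraries.

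Among the 14 genes chosen by name, the interactions of Xbp1 (0.677, SE 0.197) and Ddit3 (0.532, SE 0.151) passed when adjusted over the list alone, and neither passed when adjusted over all genes (edgeR adjusted p = 1 for both, from 0.00113 to 1 for Xbp1 and from 0.382 to 1 for Ddit3 over the alternatives). The interaction of Xbp1 passed over all genes only without the filter on low counts. It was 0.431 without ACreb3l2/AXBP1 replicate 1 and 0.89 without replicate 2, so its size rests partly on single libraries. Xbp1 was lower than WT in both libraries labelled ACreb3l2 and not lower in ACreb3l2/AXBP1, with 17640 and 12850 normalized counts in the latter. Offsets for GC content and length left the interactions at 0.665 and 0.478, which argues against these properties as the whole cause. Reads of the AXBP1 transgene counted on Xbp1 might raise it in the libraries labelled with that transgene. The 4 libraries labelled with it exceeded the other 4 by a mean of 0.385 on the log2 scale, and only 2 of the 4 exceeded all libraries without it, so the counts do not decide this. The same test on Creb3l2 came out the other way: the 4 libraries labelled with ACreb3l2 were lower than the other 4 by -0.17 on average, and 0 of them exceeded all others, which argues against transgene reads as a visible part of the Creb3l2 counts. This goes against the strong expression of the transgenes quoted from the study above. Transgene reads that were not counted on Creb3l2 and a transgene with little RNA in these libraries both stay open, and the Creb3l2 counts do not support the labels of these libraries. For Ddit3, which the end of Mars overlaps on the opposite strand, reads shared between genes stay open too.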

How the results depend on the processing

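The alternatives on GC content and length, and those of the added lists, were chosen after seeing the data. Of the 473 and 1566 genes called in ACreb3l2 and ACreb3l2/AXBP1 against WT, those tested under an alternative that used all libraries or only the groups compared kept their sign there, except 1 of the 1566 with GC content and length offsets. The numbers of calls moved far more than the signs. Unless said otherwise, the cause was not tested.

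Without the filter on low counts, edgeR called 1455 genes in ACreb3l2 against WT, 628 in AXBP1, 3209 in ACreb3l2/AXBP1, 730 in ACreb3l2 against AXBP1, 513 in ACreb3l2/AXBP1 against ACreb3l2, 755 in ACreb3l2/AXBP1 against AXBP1 and 126 for the interaction, and the interaction of the Tpit KO down genes no longer passed (0.037). All 473 calls of ACreb3l2 against WT were among the 1455, and the cause of the others was not tested. The DESeq2 Wald test called 755, 79, 2074, 260, 41, 287 and 4 genes in the same order. The limma-trend fit of FPKM values called 177, 10, 799, 10, 0, 9 and 2, with 1196 genes at an unadjusted p under 0.05 where it called 0. With only the groups compared in the fit, 275 genes were called in ACreb3l2, 2 in AXBP1 and 654 in ACreb3l2/AXBP1 against WT, while the calls rose to 145 in ACreb3l2 against AXBP1 and 122 in ACreb3l2/AXBP1 against AXBP1. Scaling by library size alone gave 304 calls in ACreb3l2 against WT and 55 in ACreb3l2/AXBP1 against AXBP1. The filter of edgeR's filterByExpr gave 1 call in ACreb3l2/AXBP1 against ACreb3l2. The GC content and length offsets, chosen after seeing the data, gave 3 calls in AXBP1 against WT, 1 in ACreb3l2/AXBP1 against ACreb3l2 and 151 in ACreb3l2/AXBP1 against AXBP1. The statement that 0 genes were called in AXBP1 against WT therefore held only with the main settings, median-ratio factors, TMM without the most abundant genes, library size alone and filterByExpr.

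Scaling by library size alone raised the median of all genes in ACreb3l2/AXBP1 against WT to 0.173, and the share of its calls that were higher rose from 477 of 1566 to 66.9% (1104 higher, 546 lower). There the ribosomal protein genes had a median of 0.026 and the translation factor genes 0.015, which is -0.15 and -0.16 relative to the median of all genes. The interaction of the spermatogenesis genes was 0.021, Naip6 in ACreb3l2 0.02 and Eif2ak3 in AXBP1 0.01. The FPKM fit shifted the median of all genes to -0.15 in AXBP1 against WT and to 0.166 in ACreb3l2 against AXBP1, and its calls were higher in 5.1% of genes in ACreb3l2 and 7.1% in ACreb3l2/AXBP1 against WT. In AXBP1 against WT the spermatogenesis genes had a median of -0.123, the Tpit KO up genes -0.001 (0.15 relative to all genes) and Xbp1 a change of -0.121. The spermatogenesis genes had a median of 0 in ACreb3l2/AXBP1 and 0.088 in the interaction. In ACreb3l2 against AXBP1 the FPKM fit gave 0.165 for ribosomal protein genes, which passed only there, 0.137 for translation factor, 0.159 for synthetase, 0.103 for ER and secretory and 0.144 for Tpit KO down genes, 0.091 for the PERK, ATF4 and CHOP list, 0.13 for the ATF4 target synthetases and 0.018 for the translocon list. Relative to the median of all genes the first 5 were -0.001, -0.03, -0.01, -0.06 and -0.02.

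The GC content and length offsets gave medians of -0.002 in AXBP1 against WT and 0.001 in the interaction for the spermatogenesis genes. They also made the medians of the ribosomal protein genes smaller, which were -0.06 in ACreb3l2, -0.057 in AXBP1 and -0.085 in ACreb3l2/AXBP1, and these sets still passed. The change of Hspa5 in ACreb3l2, which was 0.001, was -0.021 there, -0.001 with DESeq2 and with median-ratio factors, and -0.004 with only the groups compared.

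The 26 set results that passed with camera did not pass with fry or with an estimated correlation, at the same medians. These were -0.11, -0.089, -0.137 and 0.069 for ribosomal protein genes (ACreb3l2, AXBP1 and ACreb3l2/AXBP1 against WT, and the interaction), -0.137, -0.085, -0.143 and 0.08 for translation factors, -0.139, -0.14, -0.185 and 0.105 for synthetases, -0.276, -0.239, -0.419 and 0.072 for ER and secretory genes, -0.189, -0.16, -0.332 and 0.041 for Tpit KO down genes, and 0.196, 0.184, 0.234 and -0.126 for Tpit KO up genes. In ACreb3l2 against AXBP1 they were -0.054 for ER and secretory and -0.03 for Tpit KO down genes. Both of these tests weigh the spread of a set between libraries, which 2 libraries per group estimate poorly.

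With the replicate number as a replicate block, edgeR called 321 genes in ACreb3l2, 3 in AXBP1 and 1113 in ACreb3l2/AXBP1 against WT, 95 in ACreb3l2 against AXBP1 and 58 in ACreb3l2/AXBP1 against AXBP1. No set test changed. The deviations of same-numbered libraries from their group means correlated between -0.20 and 0.09 across genes, so the libraries share only a number and the block uses up degrees of freedom.

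Each library was also left out in turn, and the ranges cover the 8 fits, or for counts those that kept 2 libraries in both groups. The calls ran from 277 to 527 in ACreb3l2, 1 to 4 in AXBP1 and 828 to 1375 in ACreb3l2/AXBP1 against WT, 0 to 1 in ACreb3l2/AXBP1 against ACreb3l2 and 70 to 155 against AXBP1. The interaction ran from -0.033 to 0.158 for ER and secretory and from -0.052 to 0.119 for Tpit KO down genes, lowest without ACreb3l2/AXBP1 replicate 1. The synthetases in that group ran from -0.351 to -0.1 and the translation factors from -0.225 to -0.101, also lowest without its replicate 1. Ribosomal protein genes ran from -0.166 to -0.06 in ACreb3l2, -0.147 to -0.041 in AXBP1, -0.179 to -0.089 in ACreb3l2/AXBP1 and 0.013 to 0.131 in the interaction, in each case at the extremes without a WT library. In AXBP1 the synthetases ran from -0.2 to -0.089 and the ER and secretory genes from -0.332 to -0.128, smallest without WT replicate 2. The other interactions ran from 0 to 0.182 for synthetases, 0.015 to 0.119 for translation factors and -0.2 to -0.058 for Tpit KO up genes. Translation factors ran from -0.141 to -0.096 in ACreb3l2, -0.117 to -0.057 in AXBP1 and -0.058 to -0.037 between them. In ACreb3l2 against AXBP1, Tpit KO down genes ran from -0.056 to 0.002 and ribosomal protein genes from -0.034 to 0.005, highest without AXBP1 replicate 2, and Tpit KO up genes from -0.033 to 0.095, lowest without it. Spermatogenesis genes ran from -0.004 to 0.028 there, 0.003 to 0.027 in AXBP1, 0.02 to 0.056 in ACreb3l2/AXBP1 and -0.023 to 0.018 in the interaction. Without WT replicate 1 and without WT replicate 2, in that order, the changes in ACreb3l2 were -0.088 and 0.094 for Hspa5, -0.509 and 0.071 for Pomc, -0.471 and 0.132 for Sdf2l1, 0.432 and -0.009 for Naip5 and 0.669 and -0.504 for Naip6. In AXBP1 they were -0.587 and -0.006 for Pomc, -0.125 and 0.022 for Eif2ak3, 0.948 and -0.224 for Naip6 and -0.031 and 0.146 for Xbp1.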

Other observations

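The tests on the coat genes, the pseudogenes and Lars2, those of WT libraries set apart and those of GC content were chosen only after the results were seen, as were the measures used in the anterior lobe test (directions in both single transgenic groups) and the promoter binding test (the fall of unbound genes).

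The COPI and COPII coat genes, which build the vesicles between ER and Golgi, were noticed among the genes called lower in ACreb3l2. Of the 30 genes of both lists 28 were lower than WT in ACreb3l2, with a median log2 change of -0.57, and edgeR called 21 over all genes and 23 over the list alone. In AXBP1 27 were lower, with a median of -0.175, and 0 were called, with 3 COPI and 4 COPII genes at an unadjusted p under 0.05. Without WT replicate 2 the COPI median in AXBP1 was -0.10 (from -0.18), and without WT replicate 1 the COPII median there was -0.23 (from -0.15). The direct comparison of ACreb3l2 with AXBP1 gave a median of -0.367, with 21 of the 30 genes passing over the list alone and 9 over all genes. Adjustment over the list alone is lenient here, because the list was noticed through its fall in the same ACreb3l2 libraries. The fall without WT libraries argues against WT libraries that stand apart as the whole cause. A lower share of melanotrope RNA would lower the melanotrope markers as far, yet the coat genes changed by -0.478 relative to those markers (SD over libraries 0.145). With GC content and length offsets the median was -0.573, against -0.571 without them. In ACreb3l2/AXBP1 against AXBP1, libraries that share none with the comparison of ACreb3l2 with WT, 27 of the 30 genes were lower (median -0.419). A candidate explanation is therefore that these genes depend on Creb3l2 activity, as a hypothesis formed and tested on the same data. A batch that followed the ACreb3l2 label was not tested, since the labels give none. Of the COPI genes 11 of 13, and of the COPII genes 10 of 17, also belong to the Tpit KO down set, and 3 COPII genes to the ER and secretory set. The medians of the COPI and COPII lists were -0.61 and -0.50 in ACreb3l2. The translocon and signal peptidase list, all 22 genes of which belong to the ER and secretory set, had medians of -0.36, -0.22 and -0.47 in ACreb3l2, AXBP1 and ACreb3l2/AXBP1 against WT, with 18, 0 and 18 genes passing over the list alone and 11 at an unadjusted p under 0.05 in AXBP1.

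The list of the PERK, ATF4 and CHOP branch was lower than WT in 13 of its 14 genes in each transgenic group, with medians of -0.625, -0.58 and -0.875. Over the list alone 9, 9 and 12 genes passed. If lower ATF4 activity were the cause, synthetase genes known as ATF4 targets should fall further than the others. The 13 targets had a median of -0.51 in ACreb3l2 and the 29 others -0.07, a difference of -0.444. Without WT replicate 2 the median of the targets was -0.324 in ACreb3l2 and, from -0.441, -0.255 in AXBP1. The differences were -0.35 in AXBP1 and -0.628 in ACreb3l2/AXBP1, and the largest two-sided permutation p over genes was 2e-05 for the 3 comparisons, which share the WT libraries. That p treats genes as independent and does not measure the spread between libraries. Lower ATF4 activity in all 3 transgenic groups would give such differences. Any other cause that acts more on these 13 genes than on the 29 others would do so too, so the test does not single out ATF4. The fall of the list was larger in ACreb3l2/AXBP1 than the mean of the single transgenic groups by -0.305 (SD over libraries 0.127). This argues against WT libraries that stand apart as the whole cause of the fall in ACreb3l2/AXBP1. The interaction of the list had a median of 0.323, with 2 of the 14 genes negative and 5 passing over the list alone. That is the direction such WT libraries would give. With GC content and length offsets the median in AXBP1 was -0.538, against -0.577 without them. Whether WT libraries with high ATF4 activity add to the fall, or account for it in the single transgenic groups, stays open. Of the list 2 genes belong to the Tpit KO down set, and of the 13 synthetases 5 do.

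Other cell types were examined with the marker lists. The scores of the melanotrope list were -0.11, -0.20 and -0.45 in ACreb3l2, AXBP1 and ACreb3l2/AXBP1, and those of the pituicyte list 0.34, 0.14 and 0.30. In the same order the endothelial list had -0.03, 0.44 and 0.53, the macrophage list 0.145, 0.01 and -0.03, and the fibroblast list -0.095, 0.32 and 0.31. For some lists the replicates differed widely. The melanotrope score was -0.206 and -0.694 in the ACreb3l2/AXBP1 libraries. In the ACreb3l2 libraries the macrophage score was 0.375 and -0.084 and the endothelial score 0.319 and -0.385. A lower share of melanotrope RNA would raise the lists of all other cell types alike. In ACreb3l2/AXBP1 the highest and lowest of the lists compared, endothelial and macrophage, lay 0.56 apart (SD over libraries 0.394). In ACreb3l2 the widest gap was 0.436 (SD 0.186) and in AXBP1 0.424 (SD 0.146). Some gap between the highest and lowest list arises by chance alone. These gaps therefore do not decide whether a lower share of melanotrope RNA is the whole cause. A higher share of endothelial cells in AXBP1 and ACreb3l2/AXBP1 stays open. In the anterior lobe list Gh ran from 49760 normalized counts in AXBP1 replicate 1 to 195800 in WT replicate 2, and the list had scores of 0.221 in ACreb3l2, -0.625 in AXBP1 and 0 in ACreb3l2/AXBP1, and the single transgenic groups differed by 0.846 (SD 0.207). In ACreb3l2 4 of the 8 genes were lower (median -0.01) and in AXBP1 7 were, so the score of the former gives no direction. Anterior lobe tissue carried over in unequal amounts and an effect of the transgenes on these genes cannot be told apart. The hypothalamic axon list had scores of 0.15, 0.13 and -0.03 and the erythroid list 0.43, -0.095 and -0.17, within the spread between libraries. The 4 tested genes of the sex list had medians of 0.05, 0.08 and 0.06.

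Whether promoter binding of Creb3l2 goes with the fall of translation genes in ACreb3l2 was tested with the binding status listed in the study. The study measured binding in AtT-20 cells and not in lobes, so binding in melanotropes may differ. The 189 bound genes had a median of -0.125 and the 64 unbound genes -0.11, a difference of -0.017 (two-sided permutation p over genes 0.41). Of the 64 unbound genes 49 were lower than WT, and their score was -0.111 (SD 0.055). Binding within the listed distance in AtT-20 cells is therefore unlikely to be the whole cause, although this score rests on the same WT libraries as the other changes. Among translation factors alone the medians were -0.16 and -0.04 (permutation p 0.067, adjusted over the 3 sets 0.201).

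Some of the largest changes were those of pseudogenes. Of 355 tested pseudogenes 15 changed by more than 2 on the log2 scale in a comparison with WT, against a mean of 5.13 and at most 14 in 10000 draws of protein-coding genes matched on expression (permutation p 1e-04, the smallest these draws can give). This is consistent with strain variants or with reads shared with the parent gene. The parent genes changed little: Rps26 by -0.17, -0.06 and -0.19, and Rpl34 by 0.03, -0.03 and 0.02.

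Lars2 was higher in libraries labelled AXBP1 and ACreb3l2/AXBP1. Its counts followed the share of Rn18s-rs5, a ribosomal RNA locus, over the 8 libraries (Pearson r 0.931, exact permutation p 0.00151; Spearman rho 0.786, exact permutation p 0.0279), and without the 2 libraries farthest from the median r was 0.795. In 3 of the 4 groups the replicates differed in the same direction for both. Ribosomal RNA left in the libraries may therefore raise Lars2, but the share also follows the groups, so that explanation and an effect of the transgene cannot be told apart.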
